# MiR-92b-3p Inhibits Proliferation of HER2-Positive Breast Cancer Cell by Targeting circCDYL

**DOI:** 10.3389/fcell.2021.707049

**Published:** 2021-07-29

**Authors:** Gehao Liang, Yun Ling, Qun Lin, Yu Shi, Qing Luo, Yinghuan Cen, Maryam Mehrpour, Ahmed Hamai, Jun Li, Chang Gong

**Keywords:** MiR-92b-3p, circCDYL, cell proliferation, HER2-positive breast cancer, RNA induced silencing complex

## Abstract

**Objectives:**

Circular RNA (circRNA) is a novel class of RNA, which exhibits powerful biological function in regulating cellular fate of various tumors. Previously, we had demonstrated that over-expression of circRNA circCDYL promoted progression of HER2-negative (HER2^–^) breast cancer *via* miR-1275-ULK1/ATG7-autophagic axis. However, the role of circCDYL in HER2-positive (HER2^+^) breast cancer, in particular its role in modulating cell proliferation, one of the most important characteristics of cellular fate, is unclear.

**Materials and methods:**

qRT-PCR and *in situ* hybridization analyses were performed to examine the expression of circCDYL and miR-92b-3p in breast cancer tissues or cell lines. The biological function of circCDYL and miR-92b-3p were assessed by plate colony formation and cell viability assays and orthotopic animal models. In mechanistic study, circRNAs pull-down, RNA immunoprecipitation, dual luciferase report, western blot, immunohistochemical and immunofluorescence staining assays were performed.

**Results:**

CircCDYL was high-expressed in HER2^+^ breast cancer tissue, similar with that in HER2^–^ breast cancer tissue. Silencing HER2 gene had no effect on expression of circCDYL in HER2^+^ breast cancer cells. Over-expression of circCDYL promoted proliferation of HER2^+^ breast cancer cells but not through miR-1275-ULK1/ATG7-autophagic axis. CircRNA pull down and miRNA deep-sequencing demonstrated the binding of miR-92b-3p and circCDYL. Interestingly, circCDYL did not act as miR-92b-3p sponge, but was degraded in miR-92b-3p-dependent silencing manner. Clinically, expression of circCDYL and miR-92b-3p was associated with clinical outcome of HER2^+^ breast cancer patients.

**Conclusion:**

MiR-92b-3p-dependent cleavage of circCDYL was an essential mechanism in regulating cell proliferation of HER2^+^ breast cancer cells. CircCDYL was proved to be a potential therapeutic target for HER2^+^ breast cancer, and both circCDYL and miR-92b-3p might be potential biomarkers in predicting clinical outcome of HER2^+^ breast cancer patients.

## Introduction

Breast cancer (BC) has become the most common malignant tumor and leading cause of death by tumor among female worldwide (Bray et al., 2018). Approximately 15–20% of these BC patients exhibits over-expression/amplification of human epidermal growth factor receptor 2 (HER2), and this BC subtype is named as HER2-positive (HER2^+^) breast cancer. Although anti-HER2 therapy together with operation and chemotherapy contribute to a favorable clinical outcome of HER2^+^ BC patients, around 10% HER2^+^ patients still suffer recurrence or metastasis with the reasons unknown (DeSantis et al., 2019). The underlying mechanisms, especially non-coding RNA, in progression of HER2^+^ BC progression are not elucidated clearly.

Circular RNAs (circRNAs), a novel class of RNAs with covalently closed loop, are stable and abundant in mammalian cells (Yu and Kuo, 2019). Importantly, circRNAs exhibit disease-specific and disease progression-specific characteristics, indicating that circRNAs exhibit a biomarker potential in early diagnosis and predicting prognosis of human disease (Jahani et al., 2020). Several researches demonstrated that circRNAs could act as miRNA sponges (Memczak et al., 2013; Yang et al., 2019; Zhou C. et al., 2020), and certain circRNAs with open reading frame (ORF) and internal ribosome entry site (IREs) acted as templates for protein translation (Legnini et al., 2017; Yang et al., 2018; Zhang et al., 2018), while the circRNAs located in nucleus regulated expression of certain genes by interacting with RNA polymerase II (Zhang et al., 2013; Li et al., 2015). In addition, circRNAs display powerful biological functions such as proliferation, migration, invasion and chemotherapy resistance in HER2-negative (HER2^–^) subtype of breast cancer (Yang et al., 2019; Zhou Y. et al., 2020; Wang L. et al., 2021). Nevertheless, the role of circRNAs in regulating the cellular fate of HER2^+^ BC cells is rarely elucidated.

Our previous study identified an autophagy-associated circRNA circCDYL, which promoted autophagosome formation and proliferation of HER2^–^ breast cancer cells by sponging miR-1275 (Liang et al., 2020). However, the roles of circCDYL, especially cellular fate including proliferation and autophagy in HER2^+^ BC, has not been investigated. In this study, circCDYL was found to promote the cell proliferation as well, but exhibited little effect on autophagic level in HER2^+^ BC cells. Mechanism study demonstrated that little miR-1275 was found to bind circCDYL, as miR-1275 rarely expressed in HER2^+^ BC cell lines. By miRNA sequencing, miR-92b-3p was screened out to bind with circCDYL in HER2^+^ BC cell lines. Interestingly, circCDYL did not act as miR-92b-3p sponge, but was degraded in a miR-92b-3p dependent silencing manner.

## Materials and Methods

### Cell Culture and Treatment

Normal human mammary epithelial cells (MCF-10A), HER2-negative BC cell lines (MCF-7, MDA-MB-231, and ZR75-1) and HER2-positive BC cell lines (AU565, MDA-MB-361, SK-BR-3, and BT474) were used in this study. All these cell lines were cultured as ATCC recommended. For transient transfection, 125 ng circCDYL over-expressing plasmid or 3 pmol siRNA (siRNA sequence shown in Supplementary Table 1) was added to cells with lipofectamine 3000 (Invitrogen, United States). Total RNA or protein was extracted 48 h after transfection.

### Plate Colony Formation Assay

The SK-BR-3 or BT474 cells (3 × 10^3^) were seeded in 6-well plates and were cultured for 3 weeks. The colonies were fixed with 4% formaldehyde for 10 min and stained with 1% crystal violet for 30 min. Image J software was used to calculate the colonies in each group.

### Cell Counting Kit-8 Assay

The SK-BR-3 or BT474 cells (3 × 10^3^) after treatment were seeded in 96-well plates. After 5 days, cellular viability of each group was determined by Cell Counting Kit-8 (Tongren, Japan).

### Cell Counting Assay

Total of 5 × 10^4^ SK-BR-3 or BT474 cells after treatment were cultured in 12-well plates. In continuous 5 days, cells were digested by trypsin, and re-suspended. Then cell suspension was added into cell-counting plate (Ruiyu Bio-science, China), and the cell number was calculated by cell counter (Countstar Bio-tech, IC100, China).

### RNA Isolation and qRT-PCR

The total RNA of cell lines was collected by TRIzol reagent (Invitrogen, United States). The RNA was reverse transcribed to cDNA using RT SuperMix (Vazyme Biotech, China) according to the manufacturer’s protocol. The real-time quantitative polymerase chain reaction (qRT-PCR) was performed by SYBR qRT-PCR Master Mix (Vazyme Biotech, China) on LightCycler 480 II system (Roche, Switzerland). The sequence of primers in this study were shown in Supplementary Table 2.

### Western Blot Analysis

Cells were lysed in RIPA lysis buffer (BCA) kit (Lot 30342, Cwbio, China) was used to detect the concentration of protein. In electrophoresis process, 12% SDS-PAGE was used. The protein in the gels were transferred to PVDF membrane, and the membrane was incubated with 5% non-fat milk at room temperature. Primary antibody anti-β-actin (Cell Signaling Technology, 1:1,000), anti-PI3K (Cell Signaling Technology, 1:1,000), anti-p-PI3K (Cell Signaling Technology, 1:1,000), anti-AKT (Cell Signaling Technology, 1:1,000), anti-p-AKT (Cell Signaling Technology, 1:1,000) and anti-LC3 (Sigma-Aldrich, 1:1,000) were, respectively, added to the membrane and incubated at 4°C overnight. Secondary antibody (Cell Signaling Technology, 1:3,000) was added and incubated for 2 h at room temperature. Finally, the blots were detected by enhanced chemoluminescence kit (P90719, Millipore, United States) under Image Lab Software.

### MiRNA Pull-Down Assay

MiRNA pulldown experiment was processed according to previous publication. Briefly, SK-BR-3 cells were transfected with biotinylated miR-92b-3p mimic. After 24 h, transfected cells were harvested and fixed with formaldehyde for 30 min. Then the cells were lysed by co-IP buffer. C1 streptavid in magnetic beads was added to the mixture. Finally, total RNA was extracted as described and followed by qRT-PCR detection of circCDYL.

### miRNAs Deep-Sequencing

RNA samples enriched by circCDYL probes in circRNAs pull-down assay was sent to Kangchen Bio-tech Company (Shanghai, China) for miRNA deep-sequencing and subsequent analysis. The raw data of miRNA deep-sequencing was uploaded to GEO database (GSE174541).

### *In situ* Hybridization and Fluorescence *in situ* Hybridization

*In situ* hybridization (ISH) was performed to detect the expression of circCDYL and miR-92b-3p in paraffin-embedded sections from BC tissues or animal tumors. Briefly, the sections were digested with pepsin after dewaxing and rehydration, and hybridized with the digoxin-labeled circCDYL probe at 37°C overnight. Then the sections were incubated with anti-digoxin antibody overnight at 4°C and were stained with nitro blue tetrazolium/5-bromo-4-chloro-3-indolylphosphate. The staining scores were determined based on both the intensity and proportion of circCDYL. Total score = Σproportion × intensity. Intensity was recorded as 0 (no staining), 1 (light purple), 2 (purple blue), or 3 (dark purple). As for fluorescence *in situ* hybridization (FISH), Cy3-labeled probe for circCDYL and FAM-labeled probe for miR-92b-3p were used. These probes were designed and synthesized by Synbio-Tech Company (Guangzhou, China). Briefly, cells were cultured in a glass-bottom dish overnight and incubated with pre-hybridization solution at room temperature for 30 min. 20 μM of probes in hybridization solution was added to dish and hybridized overnight. After washing by SSC (saline sodium citrate), the dishes were incubated with DAPI for 10 min. Finally, the dishes were covered with coverslip and observed by confocal microscope.

### CircRNA Pull-Down

CircRNA pull-down was performed as previously reported (Liang et al., 2020; Zhou C. et al., 2020). Briefly, SK-BR-3 was fixed with 1% formaldehyde and lysed by co-IP buffer and the cluster was sonicated. CircCDYL-specific and NC biotinylated probes were added to mixture to bind circCDYL. Next, C1 streptavidin magnetic beads was added to pull down circCDYL and circCDYL-binding RNA. Finally, total RNA was extracted from the magnetic beads and followed by qRT-PCR detection of circCDYL and miR-92b-3p.

### Dual Luciferase Reporter Assay

Full-length sequence of circCDYL was inserted into psiCHECK-2 vectors (Synbio-tech, China). psiCHECK-2 vectors carrying NC mimic or miR-92b-3p mimic were co-transfected to SK-BR-3 cells, respectively. Dual-luciferase reporter assay system (Vazyme, Nanjing, China) was performed to detect luciferase activity of the transfected cells after 48 h transfection.

### *In vivo* Breast Cancer Orthotopic Model

The breast cancer orthotopic model were performed in Forevergen Medical Corporation (Guangzhou, China), and all procedures were in accordance with the ethical guidelines of the institution. Briefly, we purchased 4-week-old female Balb/c nude mice from Nanjing Biomedical Research Institute of Nanjing University (Nanjing, China). SK-BR-3 cells (1 × 10^7^) transduced with sh-NC or sh-circCDYL lentivirus were injected into the fourth left mammary fat pads of the nude mice (*n* = 6/group). The tumor growth of each group was recorded. After 44 days since tumor cell plantation, the mice were executed, and the tumor was made into paraffin-embedded sections.

### Patient and Clinical Database

In this study, 50 HER2^+^ BC patients and 70 HER2^–^ BC patients from Sun Yat-sen Memorial Hospital (SYSMH) were enrolled. Enrolled patients were firstly diagnosed without any distant metastasis between 1st January 2010 and 31th December 2017. Paraffin-embedded BC tissue sections were collected for *in situ* hybridization (ISH). Clinicopathological material, such as age, molecular subtype, stage, survival, was collected and analyzed.

### Statistical Analysis

GraphPad Prism 5 software was used for statistical analyses in this study. Student’s *t*-test was performed to test statistical differences between two subgroups. *X*^2^-test was applied to analyze the correlations between circCDYL expression and clinicopathological characterization of HER2^+^ BC patients. Survival analysis of HER2^+^ patients was evaluated by Kaplan–Meier plots and Log-rank tests. The univariate analyses were evaluated by Cox proportional hazards model. *P* < 0.05 was considered statistically significant.

## Results

### CircCDYL Expression in HER2 + Breast Cancer Is Similar With That in HER2^–^ Breast Cancer

To determine the expression of circCDYL in HER2^+^ breast cancer, 50 HER2^+^ patients and 70 HER2^–^ patients were enrolled. *ISH* analysis revealed that circCDYL was elevated up to 1.63-folds in tumor tissues, compared to adjacent normal tissues of HER2^+^ BC patients (*n* = 24) (Figure 1A). However, the expression level of circCDYL in HER2^+^ BC tissues was similar to that in HER2^–^ BC tissues (Figure 1B). In addition, the expression of circCDYL was detected by qRT-PCR in normal mammary epithelial cells (MCF-10A), HER2^–^ BC cell lines (MCF-7, MDA-MB-231, and ZR75-1) and HER2^+^ BC cell lines (AU565, MDA-MB-361, SK-BR-3, BT474). CircCDYL expression was obviously higher expressed in HER2^+^ BC cell lines than normal mammary epithelial cells, slightly higher than that in HER2^–^ BC cell lines (Figure 1C). In addition, silencing HER2 gene in SK-BR-3 cells and over-expression of HER2 gene in HER2^–^ BC cells (MCF- 7 and MDA-MB-231) had no effect on expression of circCDYL, indicating that HER2 gene do not regulate the expression circCDYL in HER2^+^ cell (Supplementary Figures 1A,B).

**FIGURE 1:**
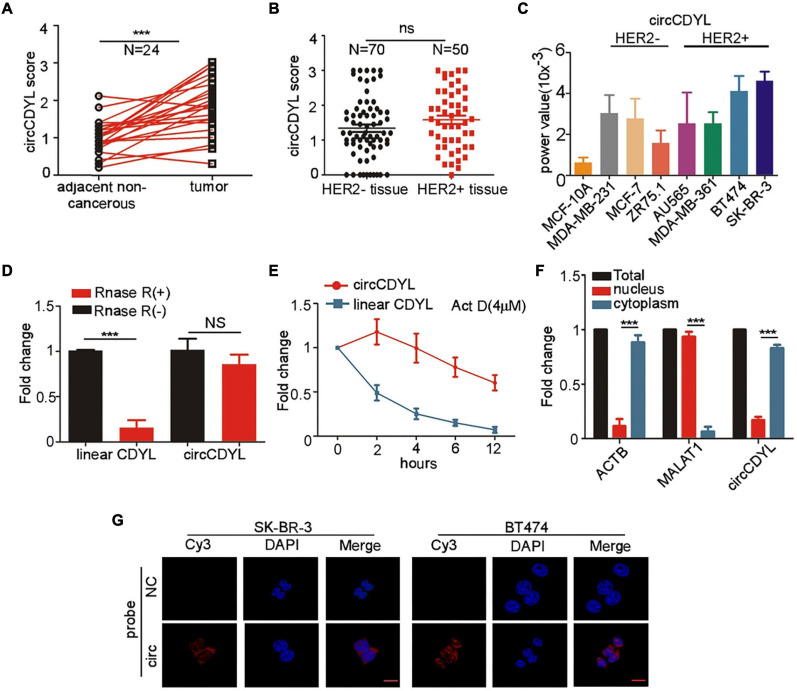
CircCDYL is high-expressed in HER2^+^ BC. **(A)** Comparison of circCDYL expression between HER2^+^ BC tissues and paired adjacent non-cancerous tissues by *ISH* (*n* = 24). **(B)** Expression of circCDYL in HER2^–^ BC tissues (*n* = 70) and HER2^+^ BC tissues (*n* = 50), as detected by *ISH*. **(C)** Expression of circCDYL in normal mammary epithelial cells (MCF-10A), HER2^–^ BC cell lines (MCF-7, MDA-MB-231, and ZR75-1) and HER2^+^ BC cell lines (AU565, MDA-MB-361, SK-BR-3, and BT474), as detected by qRT-PCR. **(D)** Linear CDYL and circCDYL before or after RNase R digestion was detected by qRT-PCR. **(E)** qRT-PCR detection of circCDYL and linear CDYL in SK-BR-3 cells treated with Actinomycin D (4 μM) at various times. **(F)** qPCR analysis of circCDYL in the cytoplasm and nuclear separated from SK-BR-3 cells. **(G)** Cellular location of circCDYL in SK-BR-3 and BT474 cells, as detected by FISH. All experiments above were done for at least three times. ***P < 0.005. Error bars indicate Standard Error of Mean (S.E.M).

CircCDYL (chr6:4,858,880-4,925,679) is derived from exon 4 of gene Chromodomain Y Like (CDYL). We further examined the characteristic of circCDYL. As shown in Figures 1D,E, circCDYL was more stable than parent CDYL linear RNA after RNase R digestion and more stable than CDYL linear RNA in living cells after inhibiting transcription of SK-BR-3 cells by actinomycin D (Act D, a transcription inhibitor). Moreover, we found that circCDYL mainly located in cytoplasm, as detected by nuclear-cytoplasm separation experiments (Figure 1F) and FISH in SK-BR-3 and BT474 cells (Figure 1G).

### Over-Expression of circCDYL Promotes Cell Proliferation of HER2^+^ BC Cells

Our previous study has showed that up-regulation of circCDYL augmented the cell proliferation and autophagy of HER2^–^ BC cells (Liang et al., 2020), but the biological function of circCDYL in HER2^+^ BC cells was not explored. Therefore, we investigated whether circCDYL could modulate the cell proliferation, one of the most important characteristics of cellular fates, in HER2^+^ BC cells. In this study, silencing circCDYL by specific siRNAs or over-expressing circCDYL by plasmids could successfully decrease or increase circCDYL in HER2^+^ BC cells without affecting the expression of CDYL linear RNA, as detected by qRT-PCR (Supplementary Figures 1C,D). Cell proliferation rate of HER2^+^ BC cell lines SK-BR-3 and BT474 was impaired after silencing circCDYL but was augmented after over-expressing circCDYL, as detected by CCK-8 (Figure 2A) and cell-counting assays (Figure 2B). Similarly, plate colony formation and EdU staining experiments also indicated that circCDYL promoted the proliferation of HER2^+^ BC cells (Figures 2C,D). As reported previously, circCDYL promoted the autophagosome formation of HER2^–^ BC cells. However, silencing or over-expression of circCDYL had no effect on the autophagic level of SK-BR-3 in this study (Supplementary Figure 1E). All these suggest that circCDYL does not play similar roles in HER2^+^ and HER2^–^ BC cells, therefore, we next investigated the role of circCDYL in HER2^+^ BC cells. Mechanically, over-expression of circCDYL promoted the activation of PI3K/AKT signal pathway in SK-BR-3 cells (Supplementary Figure 2A). The promoting effect of circCDYL over-expression on proliferation was partly impaired by AKT inhibitor capivasertib (0.5 μM), as detected by CCK8 experiment (Supplementary Figure 2B), indicating that circCDYL promotes proliferation of HER2^–^ BC cells through activating of PI3K/AKT signaling pathway.

**FIGURE 2:**
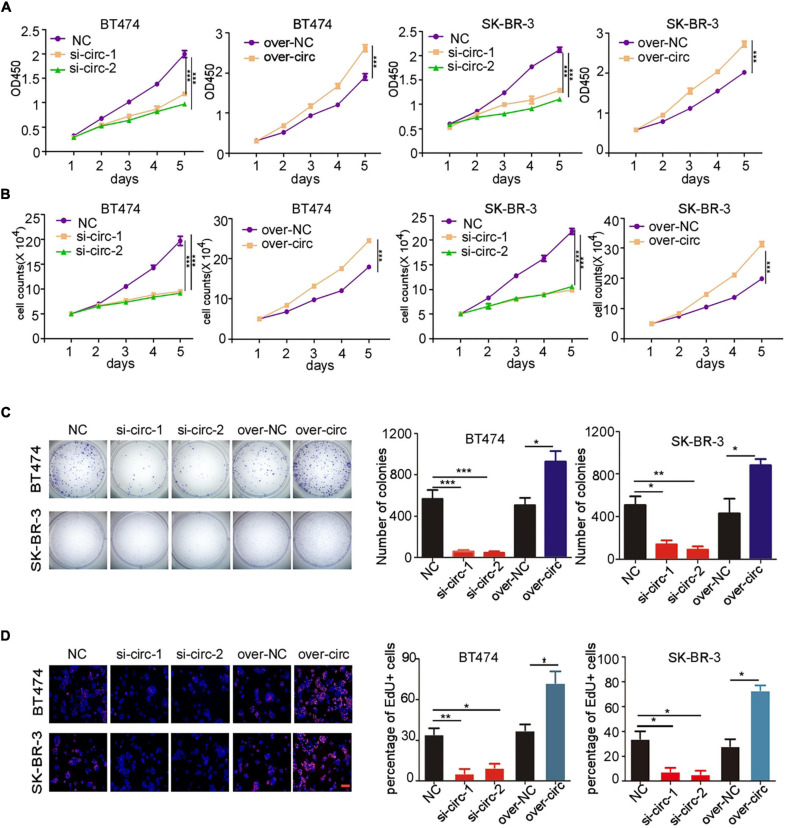
circCDYL promotes proliferation of HER2^+^ BC cells. **(A,B)** The proliferation of SK-BR-3 and BT474 cells after silencing circCDYL or over-expressing circCDYL, as detected by CCK-8 assay **(A)** and cell counting experiments **(B)**. **(C)** Proliferation of SK-BR-3 and BT474 cells, as detected by plate colony formation (left) and quantitative analysis of colonies of each group (right). **(D)** EdU staining in SK-BR-3 and BT474 cells under siRNA or over-expressing plasmid treatment (left) and the percentage of EdU positive cell in each group (right). *NC: negative control*. All experiments above were repeated at least three times. *P < 0.05, **P < 0.01, and ***P < 0.005. Error bars indicate S.E.M.

### CircCDYL Promotes Tumorigenesis of HER2^+^ BC *in vivo*

To further investigate the biological role of circCDYL in HER2^+^ BC *in vivo*, we established BC orthotopic model in Balb/c nude mice. The tumors derived from SK-BR-3 cells with stable knockdown of circCDYL grew slower than the control group (Figure 3A). The average tumor size of circCDYL knocking-down group was much smaller than NC group by measuring tumor sizes after tumor excision (Figures 3B,C). In addition, the percentage of Ki67 positive cells in circCDYL knocking-down tumors was significantly less than that in NC group (Figure 3D). The results above demonstrate that over-expression of circCDYL promotes the tumorigenesis of HER2^+^ BC *in vivo*.

**FIGURE 3:**
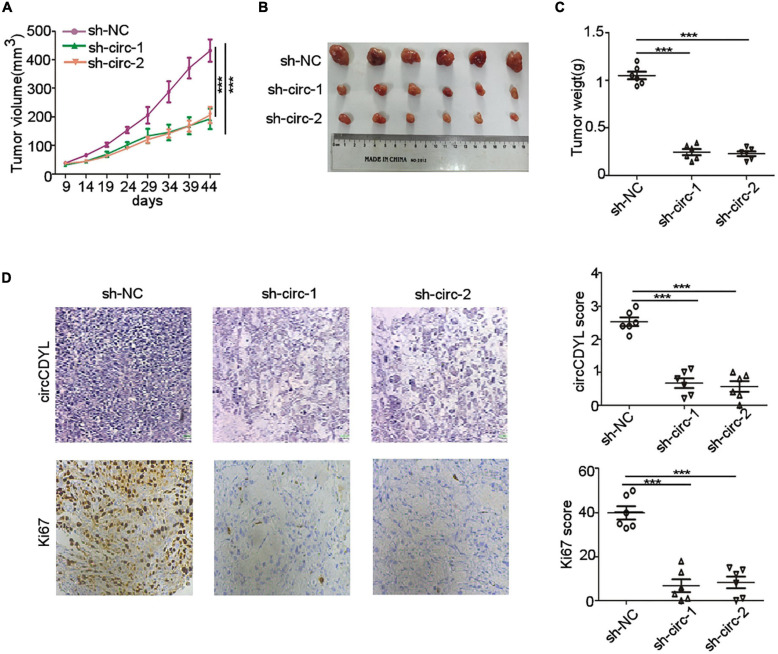
circCDYL promotes progression of HER2^+^ BC *in vivo*. **(A)** Tumor volume derived from SK-BR-3 cells in Balb/c nude mice was measured at various time point. **(B,C)**. Tumor size **(B)** and tumor weight **(C)** was measured after tumor excision. **(D)**. *ISH* detection of circCDYL and IHC staining of Ki-67 in tumors tissues. Scale bar 50 μm. ***P < 0.005. Error bars indicate S.E.M.

### CircCDYL Is Degraded in a miR-92b-3p-Dependent Manner

MiRNA sponge was the most frequently reported mechanism of circRNAs, and circRNAs that can form circRNA-AGO2 complex are reported to have a potential to act as miRNA sponge. The AGO2 RIP experiment was performed in SK-BR-3 cells and showed that circCDYL was abundantly enriched by AGO2 antibody (Figure 4A). In our previous study, circCDYL acted as miR-1275 sponge in HER2^–^ BC cells (MCF7 and MDA-MB-231) (Liang et al., 2020). However, circRNA pull-down experiments in SK-BR-3 indicated that miR-1275 was rarely enriched by circCDYL probes (Supplementary Figure 3A), which might be due to low expression of miR-1275 in HER2^+^ BC cells (Supplementary Figure 3B). To find out circCDYL-binding miRNAs, miRNA deep-sequencing was performed to detect the RNA sample enriched by circCDYL pull-down experiment, and miRNAs candidates that were enriched by 10-folds or over were screened out (Figure 4B). 

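The circRNA pull-down was performed in SK-BR-3, an established HER2-positive breast cancer cell line, with a biotinylated circCDYL probe or a biotinylated NC probe, and the miRNAs of each pulled-down RNA sample were sequenced as 1 library per probe. With 1 library per probe, no difference between the probes has a replicate check, and no p-value is given. The circle was located in GENCODE release 29 as exon 4 of CDYL-201, a transcript of the chromodomain gene CDYL, on the plus strand of chromosome 6 of GRCh38 from 4891713 to 4892379, a length of 667 nt. The circCDYL probe (CAATCCTTTCAACCTTTCCCGTTAAC, 26 bases) is complementary to 13 bases on each side of the back-splice junction. The junction sequence occurs in 0 of the 9 annotated linear CDYL transcripts. The NC probe (CCAGTGAATCCGTAATCATG) matches the circle on neither strand.
The authors deposited tag counts that add all isoforms of a mature miRNA, in 1717 rows for 1635 mature miRNAs, of which 429 rows are miRNAs predicted from the reads and the others are miRNAs of the registry. The total was 645368 counts with the NC probe and 182254 counts with the circCDYL probe, so that 1 count is worth 1.55 and 5.49 counts per 1000000 (CPM), respectively. The lowest listed count was 2 in both libraries, so that a blank cell may stand for 0 or 1 count. Counts were divided by the library total and the ratio of the circCDYL probe to the NC probe was taken, with its exact (Clopper-Pearson) 95% interval. These intervals cover counting error only, since amplified reads are not independent molecules. The 470 miRNAs with at least 10 counts over both libraries were kept. A blank was set to a floor of 3 counts, and folds given as at least a value are against this floor, without the counting error of the other library. For the 62 mature miRNAs listed at several precursors, the row with the most counts was used. The submitters' processing notes name the mouse build mm10, although the rows are human miRNAs. The sample labels speak of transfection with the probes and of a medium with horse serum, whereas the methods of the paper add the probes to the lysate of fixed cells.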

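With the circCDYL probe, 86 of the 470 kept miRNAs were at least 10-fold higher than with the NC probe, and 20 were at least 10-fold lower. The number lower depends on how blanks are treated, and was 42 with a pseudocount of 1 and 60 with a pseudocount of 0.5, where the number higher was 82. All 7 miRNAs shown in Figure 4B were among the 86. Of the 86, 37 were registry miRNAs and 49 were predicted miRNAs, and 39 were blank with the NC probe. These 39 passed by construction, since the minimum of 10 counts in the smaller circCDYL library already exceeds 10-fold against the floor. A blank with the circCDYL probe needs many more counts: miR-1827, with 76 counts against a blank, was only 7.15-fold lower. The numbers higher and lower are therefore not directly comparable. The counting interval lay wholly above 10-fold for 53 miRNAs with a blank read as 0, 17 of them from the registry, and for 42 with a blank read as 1 count, 15 of them from the registry; 4 of either set are shown in Figure 4B. The largest ratio was that of miR-25-5p, the minor arm of the miR-25 hairpin, at 3103-fold (95% interval 2186 to 4568), from 31 counts with the NC probe to 27166 with the circCDYL probe. miR-1908-5p was blank with the NC probe and had 290 counts with the circCDYL probe, at least 342.3-fold higher against the floor, with a lower 95% bound of 182.9 if the blank hides 1 count. miR-1246, with 61 counts against a blank, was at least 72.0-fold higher against the floor, with such a bound of 37.3. In Figure 4B, miR-941 had 3 and 28 counts, a ratio of 33.0 (95% interval 10.2 to 169.9), and miR-484 had 7 and 40 counts, a ratio of 20.2 (95% interval 8.97 to 53.5). miR-1275, the miRNA bound by circCDYL in HER2-negative cells according to the paper, was blank in both libraries.
In the other direction, miR-142-5p, a leukocyte miRNA, had 844 counts with the NC probe and 5 with the circCDYL probe, 47.7-fold lower. miR-200a-3p (313 counts) and miR-31-5p (278 counts) were blank with the circCDYL probe, at least 29.5-fold and 26.2-fold lower against the floor, with 95% bounds of 15.7-fold and 14.0-fold if the blank hides 1 count. All 8 kept members of the miR-30 family had intervals below 1, with a median log2 ratio of -1.45. This was at the 0.975th percentile of 10000 random lists of equal size matched on mean expression. The random lists were drawn from all 470 kept miRNAs, 218 of them predicted, so the percentile does not set the family apart from other registry miRNAs. For the mesenchymal miRNAs (miR-143, miR-145, miR-199 and miR-214), 9 of 10 kept members had intervals below 1. Among them, miR-199a-3p and miR-199b-3p share a sequence and the same counts (1084 and 142), so they are not separate observations. miR-143-3p was the most abundant miRNA with the NC probe (113416 counts, against 13936 with the circCDYL probe). Ratios below 1 were not particular to the mesenchymal list. All 5 miRNAs with the most counts with the NC probe had intervals below 1. They included miR-148a-3p (0.460), miR-21-5p (0.407) and miR-192-5p (0.307), which are not on that list. Of all 470 kept miRNAs, 236 had ratios below 1 and 234 above. The miR-200 family, which epithelial cells express, went both ways: 4 of 6 kept members had intervals above 1 and 1 had an interval below 1. Of the let-7 family, 7 of 12 kept members had intervals above 1, led in counts with the circCDYL probe by let-7b-5p (5150 and 9334). let-7i-5p, also above 1, had more counts with the NC probe (11214 and 4086). The family had 4 members with intervals below 1, among them let-7g-5p (14281 and 1428). The number of miRNAs at least 10-fold higher fell to 28 of 285 with at least 50 counts in the higher library (20 lower). With at least 100 counts it fell to 17 of 218 (20 lower). Most of the 86 thus had under 50 counts in either library. A 10-fold lower ratio already needs many counts in the larger NC library, so these minimums hardly bear on the 20 lower. They do not show whether the excess of higher over lower miRNAs rests on few counts. The number higher was 22 with unscaled counts (87 lower), and 57 with totals that leave out the 10 most abundant miRNAs (32 lower). The paper took the miRNAs enriched by 10-fold or over as candidates for binding to circCDYL.

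**Figure D1:**
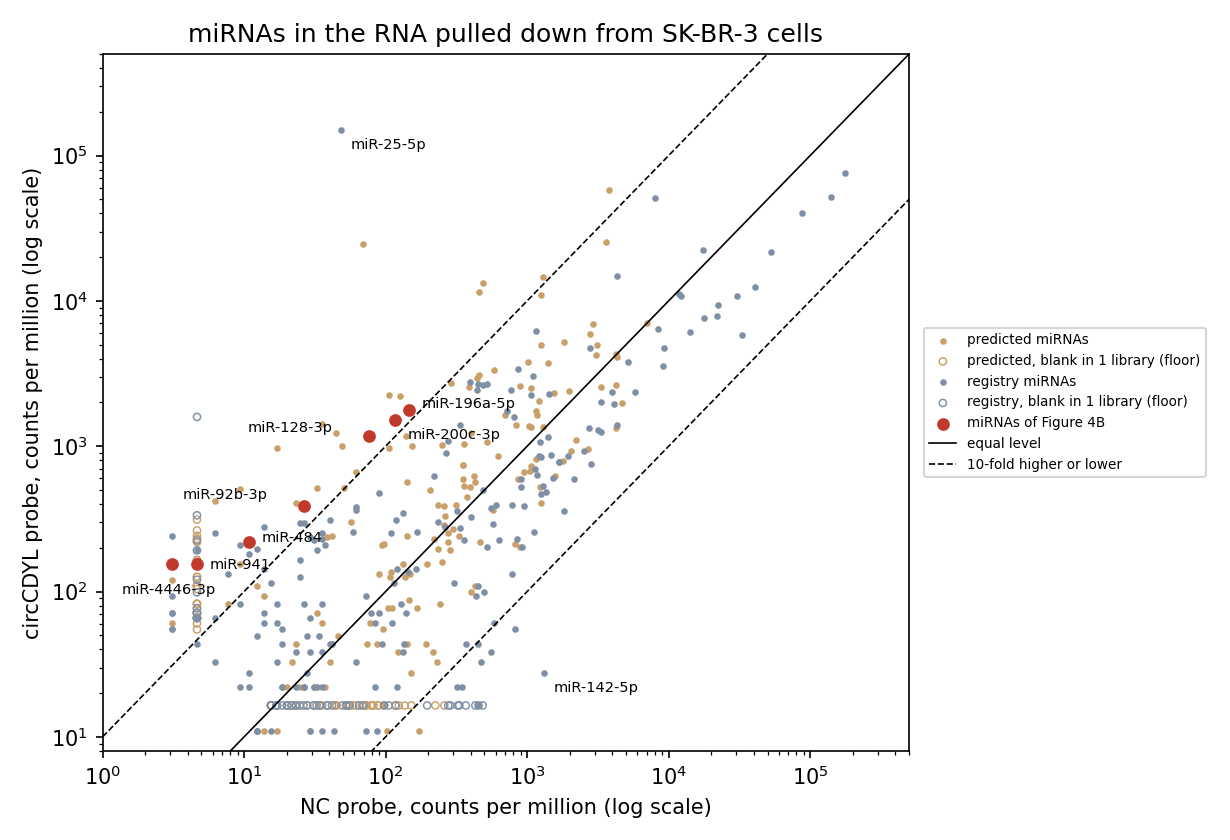
CPM of the 470 kept miRNAs with the NC probe (horizontal, log scale) and with the circCDYL probe (vertical, log scale), 1 library each; open circles are blank in 1 library and drawn at the floor of 3 counts. The 7 miRNAs of Figure 4B lie above the upper dashed line (10-fold higher), and miR-25-5p lies farthest above it.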

Among the top 5 miRNA candidates, qRT-PCR analysis showed that only miR-92b-3p was verified to enrich by circCDYL probes in circRNA pull-down in SK-BR-3 cells (Figure 4C and Supplementary Figure 3C). Similarly, miRNA pull-down assay indicated that miR-92b-3p probes obviously enriched circCDYL (Figure 4D). 

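In the sequencing, the 5 miRNAs carried to qRT-PCR were all more than 10-fold higher with the circCDYL probe. miR-92b-3p rose from 17 counts (26.3 CPM) with the NC probe to 71 counts (389.6 CPM) with the circCDYL probe, a ratio of 14.8 (95% counting interval 8.62 to 26.8). miR-128-3p had 49 and 215 counts, a ratio of 15.5 (11.3 to 21.6), and its row at the other precursor had 27 and 169 counts. miR-200c-3p, an epithelial miRNA of the miR-200 family, had 75 and 277 counts, a ratio of 13.1 (10.1 to 17.1). miR-196a-5p, encoded in the HOX clusters, had 94 and 324 counts, a ratio of 12.2 (9.67 to 15.5). miR-4446-3p had the largest ratio of the 5, 49.6, from only 2 and 28 counts, so that its interval ran from 12.5 to 429.4. The intervals of these 5 ratios overlap between 12.5 and 15.5, so that their order is not resolved at this depth. By ratio, miR-4446-3p stood 5th, miR-128-3p 25th, miR-92b-3p 27th, miR-200c-3p 32nd and miR-196a-5p 33rd among the 252 kept registry miRNAs. These ranks set blanks to the floor of 3 counts and depend on it. Among the 200 listed in both libraries, the 5 stood 3rd, 17th, 18th, 20th and 21st, in the same order.
The miRNAs that share the seed of miR-92b-3p had lower ratios. miR-25-3p had 468 and 319 counts, a ratio of 2.41 (2.09 to 2.79). miR-92a-3p had 314 and 91 counts, a ratio of 1.03 (0.804 to 1.30), and miR-363-3p had 170 and 51 counts, a ratio of 1.06 (0.761 to 1.46). The other arm of the same hairpin, miR-92b-5p, was blank with the NC probe and had 13 counts with the circCDYL probe, at least 15.3-fold higher against the floor, with a lower 95% bound of 6.91 if the blank hides 1 count. With TMM factors, miR-200c-3p (9.74) and miR-196a-5p (9.09) fell under 10-fold. With totals that leave out the 10 most abundant miRNAs, only miR-4446-3p of the 5 stayed above it, and miR-92b-3p was at 9.07. The paper states that by qRT-PCR, only miR-92b-3p of these 5 was enriched by the circCDYL probe.

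**Figure D2:**
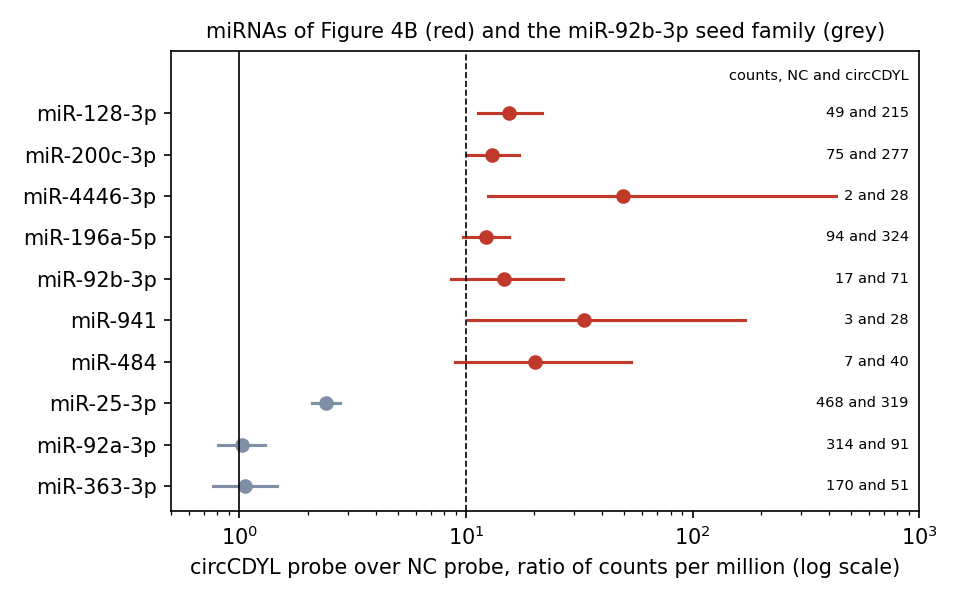
Ratio of CPM, circCDYL probe over NC probe (log scale), of the 7 miRNAs of Figure 4B (red) and of 3 miRNAs with the seed of miR-92b-3p (grey), 1 library per probe; points are ratios, bars are exact 95% counting intervals, the solid line is a ratio of 1 and the dashed line is 10-fold. The red points run from 12.2 to 49.6 and the grey points from 1.03 to 2.41.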

By RNA hybrid online database, the 565nt of circCDYL was a strong binding site for miR-92b-3p (Supplementary Figure 3D). Co-location assay by FISH indicated that miR-92b-3p and circCDYL were overlapped in cytoplasm in both SK-BR-3 and BT474 cells (Figure 4E).

**FIGURE 4:**
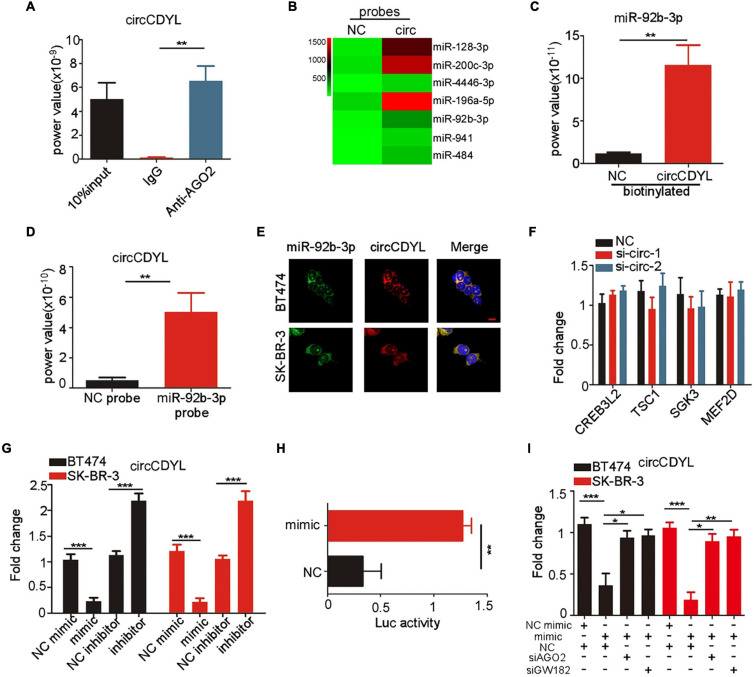
circCDYL is degraded in miR-92b-3p-dependent RISC manner. **(A)** qRT-PCR detection of circCDYL in RNA sample pulled down by AGO2 antibody in RIP experiment. **(B)** MiRNA profile of RNA sample pulled down by circCDYL probes in circRNA pull-down assay, as detected by miRNA deep-sequencing. **(C)** qRT-PCR detection of miR-92b-3p in RNA sample pulled down by circCDYL probes in circRNA pull-down assay. **(D)** qRT-PCR detection of circCDYL in RNA sample pulled down by miR-92b-3p probes in miRNA pull-down assay. **(E)** FISH assay to detect the co-location of circCDYL and miR-92b-3p in BT474 and SK-BR-3 cells. **(F)** qRT-PCR detection of miR-92b-3p targeted genes (CREB3L2, TSC1, SGK3, and MEF2D) in SK-BR-3 cells after silencing circCDYL. **(G)** qRT-PCR detection of circCDYL in SK-BR-3 and BT474 cells after miR-92b-3p mimic or inhibitor transfection. **(H)** Dual luciferase assay in SK-BR-3 cells co-transfected with miR-92b-3p mimic and luciferase reporter plasmid (inserted with full length of circCDYL). **(I)** qRT-PCR detection of circCDYL in SK-BR-3 and BT474 cells after transfection of miR-92b-3p mimic or con-transfection of miR-92b-3p mimic and AGO2 or GW182 siRNA. All experiments above were repeated at least three times. *P < 0.05, **P < 0.01, and ***P < 0.005. Error bars indicate S.E.M.

It has been reported that CREB3L2, TSC1, SGK3, and MEF2D are downstream genes of miR-92b-3b (Hu et al., 2017; Li T. et al., 2019; Ye et al., 2020; Huang et al., 2021). In HER2^+^ BC cells, we found that these genes were down-regulated after miR-92b-3p mimics transfection in SK-BR-3 cells (Supplementary Figure 3E). However, silencing circCDYL had no effect on expression of CREB3L2, TSC1, SGK3 and MEF2D mRNA in SK-BR-3 cells (Figure 4F), suggesting that circCDYL may not act as miR-92b-3p sponge. Interestingly, circCDYL was down-regulated after miR-92b-3p mimic transfection and up-regulated after miR-92b-3p inhibitor transfection (Figure 4G), while silencing circCDYL had no effect on expression of miR-92b-3p in SK-BR-3 cells (Supplementary Figure 3F). AGO2, as an essential component of RNA-induced silencing complex (RISC), leads to gene silence in a siRNA or miRNA-dependent manner (Marzec, 2020). Therefore, we speculated whether circCDYL could be silenced in a miR-92b-3p dependent RISC manner. After silencing AGO2 or GW182 (another component in RISC complex) in SK-BR-3, expression of circCDYL was up-regulated significantly (Supplementary Figure 3G), suggesting that circCDYL was degraded in a RISC manner. In addition, a dual luciferase reporter (inserted full length of circCDYL) assay was performed, and miR-92b-3p mimic reduced the luciferase reporter activity by 68% (Figure 4H). While silencing either AGO2 or GW182 in SK-BR-3 cells, miR-92b-3p mimic transfection exhibited slight effect on circCDYL expression (Figure 4I), indicating circCDYL is silenced in a miR-92b-3p dependent RISC manner in HER2^+^ cell.

Interestingly, miR-92b-3p mimic transfection decreased the expression of circCDYL in HER2^–^ BC cells (MCF-7 and MDA-MB-231 cells) as well. When silencing either AGO2 or GW182 in MCF-7 and MDA-MB-231 cells, miR-92b-3p mimic transfection exhibited slight effect on circCDYL expression (Supplementary Figure 4A), indicating that miR-92b-3p- dependent RISC manner in degradation of circCDYL existed in HER2^–^ BC cells as well as in HER2^+^ BC cells. We compared the expression of miR-92b-3p in HER2^–^ and HER2^+^ BC cells, and miR-92b-3p was obviously higher expressed in HER2^+^ BC cells than that in HER2^–^ BC cells (Supplementary Figure 4B), indicating that miR-92b-3p- dependent RISCI manner on circCDYL may exhibit more effect in HER2^+^ BC cells than in HER2^–^ BC cells.

### MiR-92b-3p Inhibits Cell Proliferation of HER2^+^ BC Cells by Silencing circCDYL

Since the function of miR-92b-3p in BC was still unclear, we next investigated whether miR-92b-3p was involved in cell proliferation through regulation of circCDYL. CCK-8 assay showed that miR-92b-3p mimic transfection impaired proliferation rate of SK-BR-3 and BT474 cells (Figure 5A). The inhibitory effect of miR-92b-3p mimic in HER2^+^ BC cells was partly rescued by over-expression of circCDYL (Figure 5A). The result of cell-counting assays and plate colony formation assay drew the similar conclusion (Figures 5B,C), indicating miR-92b-3p inhibits cell proliferation of HER2^+^ BC cells *via* circCDYL degradation.

**FIGURE 5:**
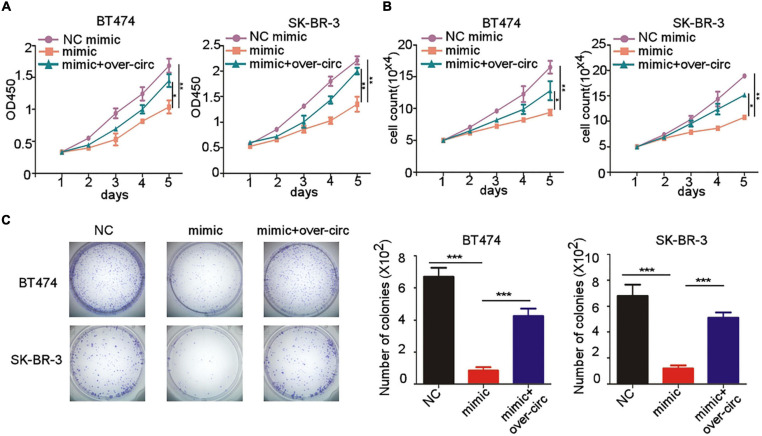
miR-92b-3p inhibits proliferation of HER2^+^ BC cells by down-regulation of circCDYL. **(A,B)** The proliferation of SK-BR-3 and BT474 cells after transfection of miR-92b-3p mimic or co-transfection of miR-92b-3p mimic and circCDYL over-expressing plasmid, as detected by CCK-8 assay **(A)** and cell counting experiments **(B)**. **(C)** Plate colony formation to detect the proliferation of SK-BR-3 and BT474 cells after transfection of miR-92b-3p mimic or co-transfection of miR-92b-3p mimic and circCDYL over-expressing plasmid (left), and quantitative analysis of colonies of each group (right). *P < 0.05, **P < 0.01, and ***P < 0.005. Error bars indicate S.E.M.

### CircCDYL and miR-92b-3p Expression Correlates With Clinical Outcome of HER2^+^ BC Patients

Expression of circCDYL and miR-92b-3p in tumor sections of 50 HER2^+^ BC patients was detected by *ISH*. Pearson correlation analysis showed that miR-92b-3p expression was negatively correlated with circCDYL level (Figure 6A). We further analyzed the relationship between the proliferative marker Ki67 and expression of circCDYL or miR-92b-3p, and found that the tumor with higher Ki67 index tended to have a lower expression of miR-92b-3p and higher expression of circCDYL (Figure 6B). Importantly, Kaplan–Meier analysis indicated that HER2^+^ BC patients with higher expression of circCDYL exhibited a poorer disease-free survival (DFS) (HR = 6.327, *P* = 0.0178) (Figure 6C). Though patients with low expression of miR-92b-3p showed poorer DFS as well, the statistical significance was not found between miR-92b-3p low group and high group (HR = 0.296, *P* = 0.113) (Figure 6C).

**FIGURE 6:**
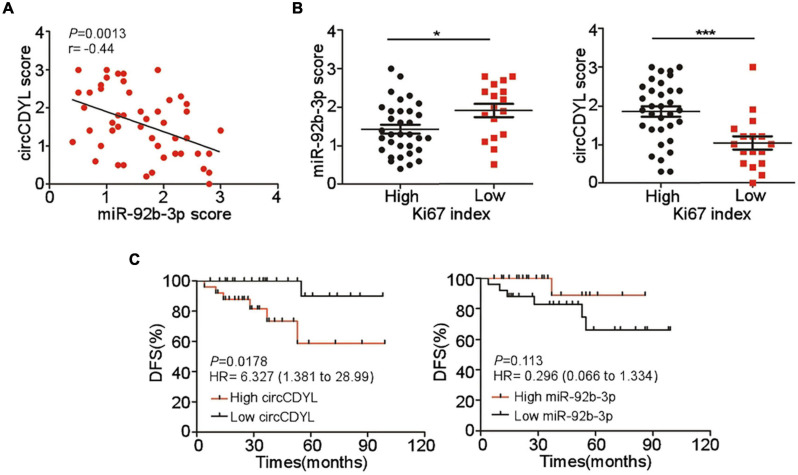
Clinical significance of circCDYL and miR-92b-3p in HER2^+^ BC. **(A)** The correlations between the expression of circCDYL and miR-92b-3p, as detected by ISH in 50 HER2^+^ BC patient. **(B)** The expression of miR-92b-3p and circCDYL in HER2^+^ BC patients with high Ki67 index (> 14%) and low Ki67 index (< = 14%). **(C)** Kaplan–Meier analysis of Disease-free survival of HER2^+^ BC patients (*n* = 50) with high/low expression of circCDYL (left) or miR-92b-3p (right).

## Discussion

Breast cancer (BC) is the most common malignant tumor and leading cause of death by tumor among female worldwide (Bray et al., 2018). Among these BC cases, around 15-20% is HER2^+^ subtype, and the positive status of HER2 indicates poorer clinical outcome of BC patients. Tough numerous researches reveal the mechanism of HER2^+^ BC progression, the underlying mechanisms, especially non-coding RNA, in progression of HER2^+^ BC patients are not clear. Our previous study identified an autophagy-associated circRNA circCDYL, which promoted cell proliferation and autophagosome formation of HER2^–^ BC cells *via* miR-1275 sponge. However, the role of circCDYL in regulating cellular fate of HER2^+^ BC cells was not elucidated (Liang et al., 2020). Biological functional experiments proved that circCDYL promoted the proliferation of HER2^+^ BC cells, but had no influence on autophagic level. Mechanism study indicated that circCDYL did not act as miR-1275 sponge in HER2^+^ BC cells, as miR-1275 rarely expressed in HER2^+^ BC cell lines.

The relationship between circCDYL and HER2 gene was further investigated. CircCDYL was commonly high-expressed in BC, no matter the statue of HER2 gene. Knocking down HER2 gene in HER2^+^ BC cells and over-expressing HER2 gene in HER2^–^ BC cell lines did not change the expression of circCDYL, indicating that HER2 gene did not regulate the expression of circCDYL. Though circCDYL promoted proliferation of both HER2^+^ and HER2^–^ BC cells, several mechanism of circCDYL was specific in HER2^+^ BC. Firstly, circCDYL promoted progression of BC mainly *via* miR-1275-ATG7/ULK1-autophagy axic in HER2^–^ BC (Liang et al., 2020), while circCDYL promoted progression of HER2^+^ BC *via* activation of PI3K-AKT pathway. Secondly, the manner of miR-92b-3p-dependent cleavage on circCDYL was specific in HER2^+^ BC cells, as miR-92b-3p rarely expressed in HER2- BC cells.

In addition, several interesting findings in mechanism of circRNA were reported in this study. Firstly, published evidences shows that the circRNAs act as miRNA sponge if these circRNAs can form AGO2-circRNA complex (Huang et al., 2019; Liang et al., 2020; Zhou C. et al., 2020). In this study, we found that circCDYL could form AGO2-circCDYL complex, and could strongly interact with miR-92b-3p in HER2^+^ BC cells. However, circCDYL had no influence on expression of miR-92b-3p targeted genes, indicating that circCDYL did not act as miR-92b-3p sponge in HER2^+^ BC cell lines. The results above suggested that AGO2-circRNA complex was not a gold standard to reveal miRNA sponge potential of circRNAs. Secondly, AGO2 is an important component of RISC complex, and RISC complex exhibits nuclease function in degradation of RNA (Marzec, 2020). Interestingly, miR-92b-3p mimic transfection resulted in down-regulation of circCDYL in both HER2^+^ and HER2^–^ BC cells, and AGO2 silencing could almost prevent the down-regulation of circCDYL from miR-92b-3p mimic transfection, indicating that circCDYL was degraded in a miR-92b-3p dependent RISC manner. Several researches have discussed about the degradation of circRNA. For example, RNase L was reported to degrade circRNAs when the cell was infected by virus (Liu et al., 2019), and structure-mediated RNA decay induced by UPF1 and G3BP1 protein was important pathway for degradation of circRNAs (Fischer et al., 2020). Our study provides a new mechanism of circRNA degradation that miRNA-dependent RISC manner is an alternative way for cleanup of circRNAs in eukaryotic cells. Thirdly, circCDYL acted as miR-1275 sponge in HER2^–^ BC cells (Liang et al., 2020), but did not act the same way in HER2^+^ BC cell, as miR-1275 was rarely expressed in HER2^–^ BC cell lines. These findings indicated that mechanism of circRNAs was various in different subtypes of breast cancer, and mechanism of circRNA was dependent on the expression of downstream genes.

The role of miR-92b-3p in cancer is contentious. MiR-92b-3p exhibited tumor-promoting role in proliferation, migration and invasion of colorectal, renal, gastric and prostate cancer cells (Gong et al., 2018; Li C. et al., 2019; Wang et al., 2020; Wang G. et al., 2021). On the contrary, miR-92b-3p suppresses tumor progression of pancreatic cancer by targeting Gabra3 (Long et al., 2017). However, the role of miR-92b-3p is unclear in BC, and this is the first study to reveal the biological function of miR-92b-3p in BC. In this study, we found that MiR-92b-3p acted as a tumor-repressive miRNA and inhibited cell proliferation of BC cells by down-regulation of circCDYL.

Breast cancer is a subtype with poor clinical outcome, and identifying new biomarkers for predicting prognosis of BC patients is of tremendous clinical significance. CircRNA and miRNA are proved to be stable and abundant, and exhibits disease-specific characteristic in eukaryotic cells, for which both of them are considered to be ideal biomarkers for human diseases (Jahani et al., 2020; Galvão-Lima et al., 2021). In this study, we identified the stability of circCDYL in HER2^+^ BC cells. CircCDYL was up-regulated in tumor tissues of HER2^+^ BC patients when comparing with the adjacent normal tissues. Importantly, high expression of circCDYL or low expression of miR-92b-3p was associated with poor disease-free survival of HER2^+^ BC patients. Therefore, our finding provided two potential biomarkers for HER2^+^ BC patients. For the patients with high expression of circCDYL or low expression of miR-92b-3p, more aggressive treatment or closer follow-up should be considered. CircCDYL exhibited powerful biological function in regulating cellular fate in both HER2^+^ and HER2^–^ BC cells, for which circCDYL might be a potential therapeutic target for BC patients.

In this study, circCDYL was proved to promote proliferation of HER2^+^ BC cells *via* the activation of PI3K/AKT signal pathway, however, the downstream mechanism how circCDYL promoted activation of PI3K/AKT signal pathway remain largely unknown. In this research, no other miRNAs except miR-92b-3p was found to interact with circRNAs, and we had no evidence to prove the miRNA sponge potential of circCDYL in HER2^+^ BC cells. In addition, circCDYL mainly located in the cytoplasm of HER2^+^ BC cell and could not promote transcription of gene by interacting with pol-II protein. Moreover, circCDYL exhibited little possibility to be a protein translation template, for the reason that circCDYL did not have open reading frame (ORF) and internal ribosome entry site (IREs), as predicted by circRNAdb online database. Enormous studies determine that circRNAs can regulate biological function of cancer cells by interacting with protein (Du et al., 2016, 2018; Sun et al., 2019). CircCDYL might promote cell proliferation of HER2^+^ BC cells by interacting with certain protein, which involve in the activation of PI3K/AKT pathway.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174541, accession number: GSE174541.

## Ethics Statement

The studies involving human participants were reviewed and approved by Sun Yat-sen Memorial Hospital, Sun Yat-sen University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Forevergen Medical Corporation (Guangzhou, China), and all procedures were in accordance with the ethical guidelines of the institution.

## Author Contributions

GL and YL contributed to the acquisition, analysis, and interpretation of the data and drafting of the manuscript. QL, YS, QL, YC, MM, and AH contributed to the data collections and manuscript review and drafting of the manuscript. CG and JL supervised the study. All authors read and approved thefinal manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: MiR-92b-3p Inhibits Proliferation of HER2-Positive Breast Cancer Cell by Targeting circCDYL
**Source:** Front Cell Dev Biol. 2021 Jul 29;9:707049. doi: 10.3389/fcell.2021.707049
**Supplement:** Supplementary file 1

Title: MiR-92b-3p inhibits proliferation of HER2-positive breast cancer cell by targeting circCDYL.

Authors: Gehao Liang^{1,2,#}, Yun Ling^{1,3,#}, Qun Lin¹, Yu Shi¹, Qing Luo¹, Yinghuan Cen¹, Maryam Mehrpour⁵, Ahmed Hamai⁵, Jun Li^{4*}, Chang Gong^{1*}

These two authors contribute equally to this article.

Keywords: miR-92b-3p, RNA induced silencing complex, circCDYL, cell proliferation, HER2-positive breast cancer.

Content: Supplementary Figures *2, Supplementary Tables *3

Supplementary Figure and Figure Legend:

Figure S1

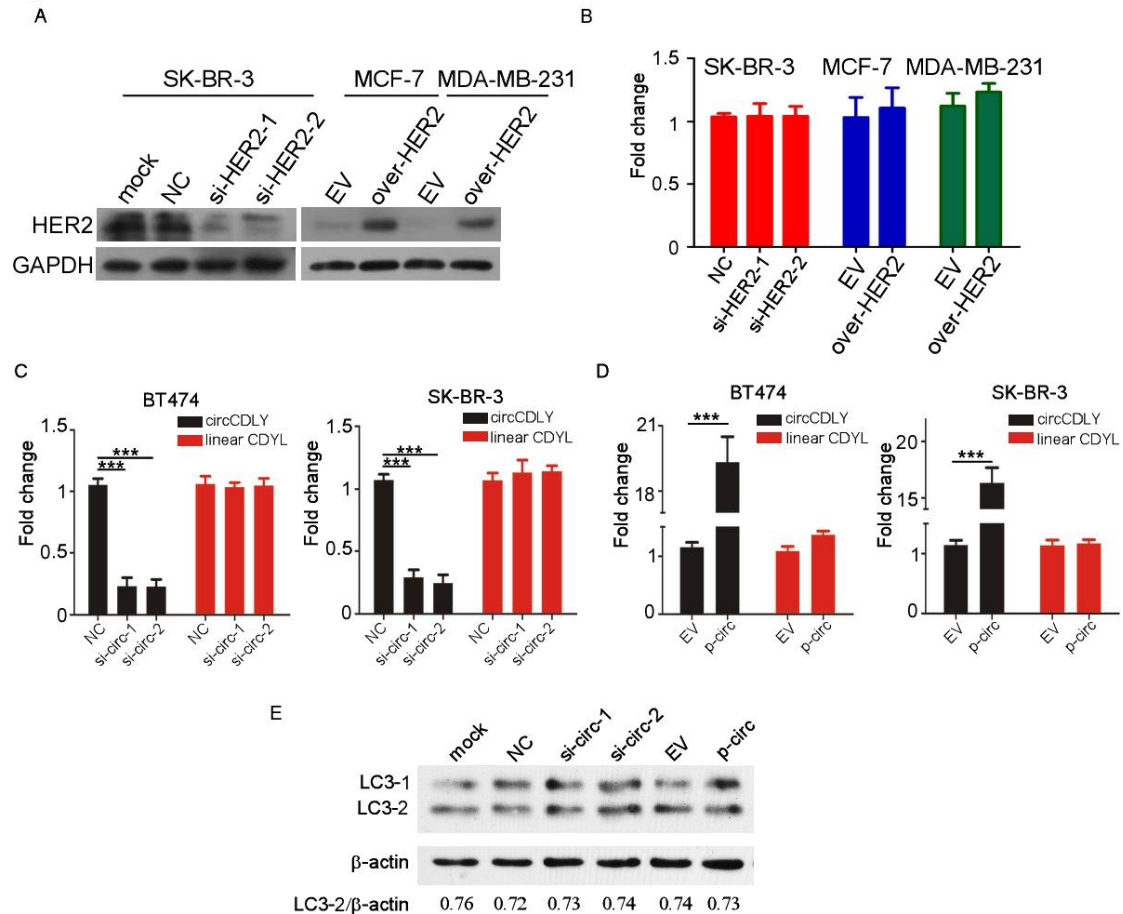

Fig S1. The efficiency of circCDYL siRNAs and over-expressing plasmids in HER2⁺ BC cells. **A.** Western Blot detection of HER2 gene in HER2⁺ BC cells (SK-BR-3) after silencing HER2 gene and in HER2⁻ BC cells (MCF-7 and MDA-MB-231) after over-expression of HER2 gene. **B.** qRT-PCR detection of circCDYL in SK-BR-3 after silencing HER2 gene and in MCF-7 and MDA-MB-231 after over-expression of HER2 gene. **C.** qRT-PCR detection of circCDYL and linear CDYL in SK-BR-3 and BT464 cells after circCDYL siRNA transfection. **D.** qRT-PCR detection of circCDYL and linear CDYL in SK-BR-3 and BT464 cells after circCDYL over-expressing plasmid transfection. **E.** Western Blot detection of autophagic marker LC3-2 in SK-BR-3 cells after circCDYL knock-down or over-expression.

Figure S2

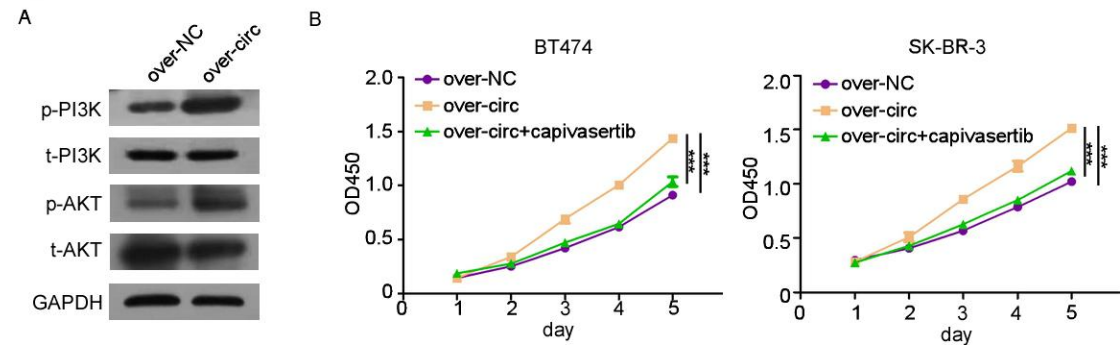

Fig S2. CircCDYL promoted proliferation of HER2⁺ BC cell via PI3K/AKT pathway signaling. **A.** Western Blot detection of PI3K/AKT signal pathway after circCDYL over-expression in SK-BR-3 cells. **B.** The proliferation of SK-BR-3 and BT474 cells after treatment with circCDYL over-expressing plasmids or co-treated with circCDYL over-expressing plasmids and AKT inhibitor capivasertib (0.5 μ M), as detected by CCK-8 assay.

Figure S3

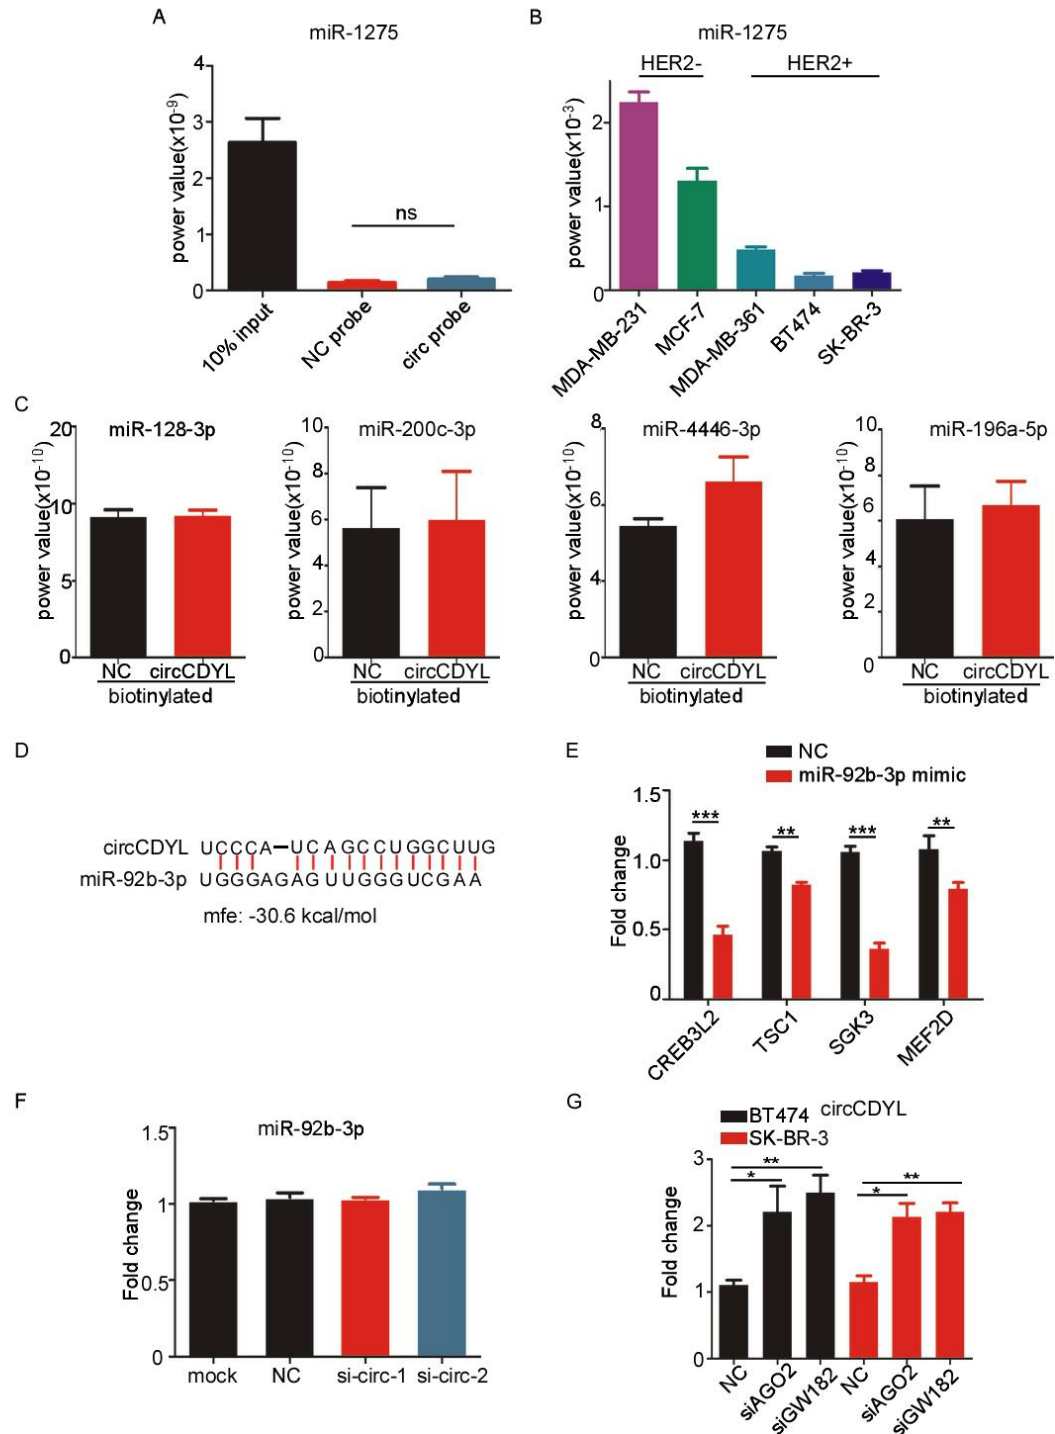

Fig S3. circCDYL was degraded in a miR-92b-3p dependent RISC manner in HER2⁺ BC cells. **A.** qRT-PCR detection of miR-1275 in RNA sample pulled down by circCDYL probes in circRNA pull-down assay in SK-BR-3 cells. **B.** qRT-PCR detection of miR-1275 in HER2⁻ BC cell lines (MDA-MB-231, MCF-7) and HER2⁺ BC cell lines (MDA-MB-361, BT474, SK-BR-3). **C.** qRT-PCR detection of miR-

128-3p, miR-200c-3p, miR-4446-3p and miR-196a-5p in RNA sample pulled down by circCDYL probes in circRNA pull-down assay in SK-BR-3 cells. **D.** miR-92b-3p binding site in circCDYL, as predicted by RNAhybrid online database. **E.** qRT-PCR detection of CREB3L2, TSC1, SGK3 and MEF2D in SK-BR-3 cells after miR-92b-3p mimic transfection. **F.** qRT-PCR detection of miR-92b-3p in SK-BR-3 cells after circCDYL siRNA transfection. **G.** qRT-PCR detection of circCDYL in SK-BR-3 cells after AGO2 and GW182 siRNA transfection.

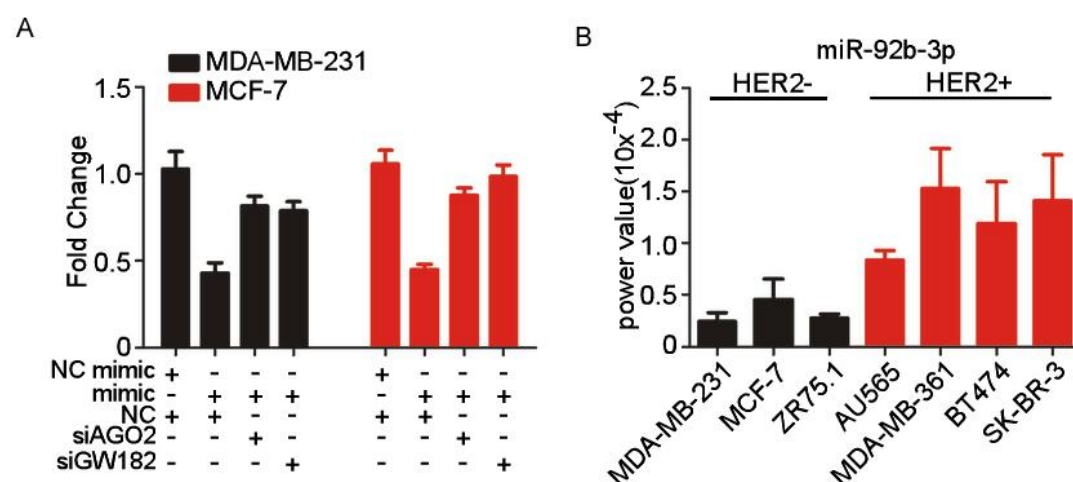

Supplementary Table

Table S1. Sequence of siRNA or shRNA used in current stud

Gene	No	Sense (5' --3')	Antisense (5' --3')
circCDYL	si/sh-1	GUUAACGGGAAAGGUUGAAAdTdT	UUCAACCUUUCCCGUUAACdTdT
	si/sh-2	ACGGGAAAGGUUGAAAGGAUUDTdT	AAUCCUUUCAACCUUUCCCGTdTdT
AGO2 (mixture of si-1 and si-2)	si-1	GCACGGAAGUCCAUCUGAAAdTdT	GCAGGACAAAGAUGUAUUAdTdT
	si-2	GGGUCUGUGGUGAUAAAUAAdTdT	GUAUGAGAACCCAAUGUCAdTdT
GW182 (mixture of si-1 and si-2)	si-1	AACACCUUAACAGCAGAUCdTdT	UAGCGGACCAGAGCAUUUCdTdT
	si-2	UAAUCACCAAUAUUUAGGCdTdT	UAGGGCAAGUCCAUUGUUCdTdT

Table S2. Primers used in current study

Gene	Forward primer (5' --3')	Reverse primer (5' --3')
circCDYL	ACCCACTAGTGCCTCAGGTG	TGTCGTCCTCGCTGTCATAG
Linear CDYL	ATTGCCTCTTTGCGATGT	TGTCAGCTTCCGTCCACT
CREB3L2	ACCACACGCACTTCTCAGAAC	GAGGAAAGGATCATTGAGGAGC
TSC1	CAACAAGCAAATGTCGGGGAG	CATAGGGCCACGGTCAGAA
SGK3	GCCCAAGTGTAAGCATTCCCA	GTTTAGTCCTGCTCGTCTTTGTT
MEF2D	CCAGCGAATCACCGACGAG	GCAGTCACATAGCACGCTC
β-actin	TCATGAAGTGTGACGTGGACATC	CAGGAGGAGCAATGATCTTGATCT
GAPDH	AGGTGAAGGTCGGAGTCAAC	CGCTCCTGGAAGATGGTGAT

Table S3. Probes used in current study

Gene	FISH or ISH (5' --3')	Pull down (5' --3')
MiR-92b-3p		Patent of Synbio Company
circCDYL	CAATCCTTTCAACCTTTCCCGTTAAC	CAATCCTTTCAACCTTTCCCGTTAAC
NC	CCAGTGAATCCGTAATCATG	CCAGTGAATCCGTAATCATG

NC, Negative control

How the deposited data were processed for this re-analysis (not part of the article)

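miRNAs in RNA pulled down from SK-BR-3 cells with a circCDYL probe or an NC probe were measured by small RNA sequencing, with 1 library per probe. Libraries were assigned to probes from the sample labels, whose titles name the columns of the deposited tables. The authors deposited raw tag counts and a normalized table in whole numbers. The counts were summed by the authors over all isoforms of a mature miRNA at each precursor. The deposited normalized values are a score whose scaling is not given in the sources used here: for rows with at least 1000 counts they were 1.49 times the raw counts with the NC probe and 4.99 times with the circCDYL probe. The submitters' processing notes name Novoalign 2.07.11 and the build mm10. Adapter trimming and the registry release are not given in the sources used here.

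The main ratio was computed from the deposited counts, divided by the library total of all rows (645368 with the NC probe and 182254 with the circCDYL probe). Of 1635 mature miRNAs, 994 had no listed count, 538 were listed with the NC probe, 479 with the circCDYL probe and 376 with both. The 10 most abundant miRNAs held 62.4% of the counts with the NC probe and 52.1% with the circCDYL probe. Ratios were given for miRNAs with at least 10 counts over both libraries, with exact Clopper-Pearson 95% intervals that cover counting error only. A blank was set to 3 counts, worth 4.65 CPM with the NC probe and 16.5 with the circCDYL probe. The threshold of 10-fold is the paper's; the paper's text states no normalization and no count minimum for it. The ratio and interval were tested on simulated data for the 470 kept miRNAs, 100 of them made 20-fold higher and 100 made 20-fold lower. Of 97 simulated as higher that passed the minimum, 95 were called at least 10-fold higher. Of 100 simulated as lower, 84 were called at least 10-fold lower, and of 259 unchanged, 0 were called. The simulated counts held Poisson counting error only, so these numbers give no rate of false calls for amplified libraries.

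Before the data were examined, 21 lists of miRNAs (families, clusters, markers of other cell types and high registry numbers) and the rule for naming miRNAs were fixed. The rule took the 8 miRNAs the paper names, the 10 largest and 10 smallest ratios among miRNAs with at least 50 counts in the library where they are higher, the 5 with the most counts in each library, and up to 4 members of each list. Other miRNAs that are named were chosen after their values were seen, among them members of the miR-25 cluster and the opposite arms of named hairpins. Lists with at least 4 kept members were compared, as a description of these 2 libraries, with 10000 random lists of equal size matched on mean expression. The random lists were drawn from all 470 kept miRNAs, predicted ones included. The alternatives were the deposited normalized table, unscaled counts, TMM factors from edgeR 4.0.16, median-of-ratios size factors from DESeq2 1.42.0, totals without the 10 most abundant miRNAs, other count minimums, pseudocounts and fold thresholds, and rows summed over precursors; intervals with a blank read as 1 count were added after the data were seen. Probe and miRNA sequences were compared with GENCODE release 29 on GRCh38, with mature sequences of miR-92b-3p and miR-25-5p taken from general knowledge and found in their annotated precursors. Duplexes were predicted with ViennaRNA 2.7.2. Python 3.11.15 with scipy 1.17.1 and R 4.3.3 were used. Seed matches over all miRNAs were not computed, because a table of mature sequences was not used here.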

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

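The tests of explanations in this part were chosen after the results were seen; the rule that named the miRNAs was not. The 10 largest ratios among miRNAs with at least 50 counts in the higher library all belong to miRNAs the paper does not discuss, each above its level with the NC probe or, where blank, above the floor. They are miR-25-5p (3103-fold), predicted miRNA chr13_13859 (355.9-fold), miR-1908-5p (at least 342.3-fold), miR-1246 (at least 72.0-fold), predicted miRNA chr5_66904 (67.3-fold), predicted miRNA chr2_51556 (at least 67.3-fold), and predicted miRNAs chr1_41213 (57.0-fold), chr2_55705 (54.3-fold), chr10_3540 (39.9-fold) and chr15_18173 (27.4-fold).

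miR-25-5p alone took 14.9% of the counts with the circCDYL probe and 0.00480% with the NC probe. A rise of its hairpin or cluster by as much as miR-25-5p is argued against by the other arm and 3 cluster mates. The highest upper bound among miR-25-3p, miR-93-5p, miR-106b-5p and miR-106b-3p was 10.3-fold, against a lower bound of 2186-fold for miR-25-5p. All 4 were higher with the circCDYL probe, with intervals above 1 and ratios from 2.33 (miR-93-5p) to 6.20 (miR-106b-3p). A smaller shared rise is therefore not argued against. Probe sequence read as miR-25-5p is argued against too, since the longest stretch shared between either probe, on either strand, and the miR-25 precursor was 6 bases. Pairing with circCDYL stays open: 27.5% of 1000 shuffled sequences had a predicted duplex with the circle as strong, and the circle holds no match to its seed (CTCCGCC or TCCGCC), which does not exclude pairing outside the seed. What else sets this miRNA apart in 1 library was not tested.

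Both libraries held much miRNA that is known from other tissues, led by miR-143-3p and by the liver miRNA miR-122-5p (90807 counts with the NC probe and 9392 with the circCDYL probe). The mesenchymal list had 131 times the counts of the miR-200 family list with the NC probe and 23.7 times with the circCDYL probe, as RNA of other cells or tissues may give in an epithelial line; miR-451a of erythrocytes had 9168 and 1122 counts. A single mix diluted by 1 factor could not be told apart from several: of 16 members of the lists of other cell types with at least 50 counts with the NC probe (miR-199a-3p and miR-199b-3p share a sequence), with a median ratio of 0.393, 3 (miR-126-5p, miR-142-5p and miR-214-3p) lay more than 2-fold from that median with intervals that exclude it. The spread of the 16 (SD of log2 ratios 1.39) stood at the 4.52nd percentile of matched random sets, whose median was 2.04. These sets were drawn from all miRNAs with at least 50 counts with the NC probe, predicted ones included. Ratios near 0.393 also occurred outside these lists (miR-21-5p 0.407, miR-26a-5p 0.418), so the narrow spread by itself is no sign of foreign RNA. Serum in the medium and carry-over between libraries were not tested, and no biological explanation was tested.

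Ratios past 10-fold went both ways, 86 higher and 20 lower, or 82 and 42 with a pseudocount of 1. With at least 50 counts in the higher library, they were 28 and 20. Counting error is argued against for the higher ratios: 1000 simulated pairs of libraries of equal composition gave at most 1 miRNA at least 10-fold higher. Ratios at least 10-fold lower were not counted in the simulated pairs. Capture on the circCDYL probe as the only difference is argued against for the lower miRNAs, since 11 had an interval wholly past 10-fold lower with a blank read as 0, and 7 with a blank read as 1 count; for the higher ones it stays open. Few molecules carried through amplification could not be told apart from other causes: the spread beyond counting error was 0.977 times as large among the least as among the most abundant of 3 equal groups of the 352 miRNAs listed in both libraries, but when all 470 kept miRNAs are grouped the same way, 56.1% of the least abundant group is blank in 1 library, and these are outside the test.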

How the results depend on the processing

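The alternatives that were added after seeing the data are the last ones named for each result. miRNAs at least 10-fold higher with the circCDYL probe, 86 in the main setting, numbered 22 with unscaled counts, 57 with totals without the 10 most abundant miRNAs, 28 and 17 with at least 50 or 100 counts in the higher library, and 44 at 20-fold; of those added, 37 were registry miRNAs, 47 were listed in both libraries and 25 were both. In the other direction, 20 in the main setting, the numbers were 87 with unscaled counts, 32 with totals without the 10 most abundant miRNAs, 42 and 60 with a pseudocount of 1 or 0.5, 44 at 5-fold and 7 at 20-fold, and of those added, 9 among miRNAs listed in both libraries and 8 among registry miRNAs listed in both. The remaining 10 alternatives for each count stayed within 1.5 times. Intervals wholly above 10-fold fell from 53 to 19 with at least 50 counts in the higher library, where fewer miRNAs are tested, to 36 with TMM factors, to 44 with size factors, and to 42 with a blank read as 1 count (added). With unscaled counts, the ratios were 4.18 for miR-92b-3p, 4.39 for miR-128-3p, 3.69 for miR-200c-3p, 3.45 for miR-196a-5p, 9.33 for miR-941 and 5.71 for miR-484. TMM factors gave 9.74 for miR-200c-3p and 9.09 for miR-196a-5p, and totals without the 10 most abundant miRNAs gave 9.53 for miR-128-3p, 9.07 for miR-92b-3p, 8.02 for miR-200c-3p and 7.49 for miR-196a-5p, with 3 of 7 still at 10-fold. All 7 ratios stayed above 1 under all alternatives run. TMM factors lower every log2 ratio by 0.42 against library totals, size factors by 0.18 and totals without the 10 most abundant miRNAs by 0.70; beyond this construction the cause was not tested. TMM factors moved the medians of the let-7 family to 0.65, the HOX cluster miRNAs to 0.89, the miR-92 seed family to 0.25, the miR-30 family to -1.87, the mesenchymal list to -1.67 and the liver and endothelial list to -1.34, and took the miR-15/16 family from 0.15 to -0.27; at least 50 counts moved let-7 to 1.78 and HOX to 0.38. miR-1275 is blank in both tables. No paired analysis was possible because each probe has 1 library. Seed matches over all miRNAs were not computed, because mature sequences were not used here beyond miR-92b-3p and miR-25-5p. Of the miRNAs of Figure 4B, depth limits miR-4446-3p and miR-941 most, with 2 and 3 counts with the NC probe.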

Differences from the paper's values

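The paper's Figure 4B shows about 7 miRNAs enriched by 10-fold or over, read by eye from its heat map, and the deposited counts give 86 by the same fold, with a minimum of 10 counts that the paper does not state. The 86 hold 49 predicted miRNAs and 39 that were blank with the NC probe, while the 7 are registry miRNAs listed in both libraries. The paper does not say that the figure shows all miRNAs that passed, so it may show a selection. Of the alternatives set before the data were examined, none came within 1.5 times of the figure's number: the deposited normalized table gave 86, unscaled counts 22, TMM factors 74, size factors 80, totals without the 10 most abundant miRNAs 57, no minimum 104, minimums of 50 and 100 counts in the higher library 28 and 17, pseudocounts of 1 and 0.5 both 82, thresholds of 5-fold and 20-fold 125 and 44, and rows summed over precursors 87. Of the alternatives added after the values were seen, registry miRNAs only gave 37 and registry miRNAs listed in both libraries gave 25, and both keep all 7 miRNAs of Figure 4B.

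The paper tested its top 5 candidates by qRT-PCR. By ratio, with blanks at the floor of 3 counts, the first 5 registry miRNAs are miR-25-5p, miR-1908-5p, miR-200a-5p, miR-1246 and miR-4446-3p. The place of miR-4446-3p (2 and 28 counts), the only one of these tested by the paper, rests on the floor. miR-6747-3p (41 counts with the circCDYL probe) and miR-27b-5p (35) were blank with the NC probe. They stand below miR-4446-3p only because a blank is set above its 2 counts. Among registry miRNAs listed in both libraries, miR-4446-3p stood 3rd. All 7 miRNAs of Figure 4B were at least 10-fold higher in the main setting.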

Other observations

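With a blank read as 1 count, of 37 registry hairpins with both arms kept, 8 had both intervals above 1, 8 had both below 1, 5 had arms on opposite sides of 1 and 16 had an arm whose interval holds 1; this tally and the 3 hairpins that follow, all of the opposite kind, were chosen after the values were seen. miR-200a-5p went from 2 to 44 counts, a ratio of 77.9 (20.3 to 663.4), while miR-200a-3p was at least 29.5-fold lower. miR-148a-5p went from 3 to 35 counts (41.3, 13.0 to 209.9), while miR-148a-3p went from 56468 to 7329 (0.460, 0.448 to 0.471), and miR-10a-3p went from 6 to 38 counts (22.4, 9.41 to 64.9), while miR-10a-5p went from 5900 to 654 (0.393, 0.362 to 0.426). Of the other lists, the median log2 ratio was 1.22 for the miR-17-92 cluster and its paralogous clusters (11 kept), 2.11 for the miR-200 family, 1.32 for the HOX cluster miRNAs (6 kept), 1.08 for the let-7 family, 0.15 for the miR-15/16 family (5 kept), 1.72 for the miR-320 family (4 kept) and -0.22 for the DLK1-DIO3 cluster (14 kept); these lay between the 47.6th and the 93.2nd percentile of matched random lists. The miR-92 seed family was at 0.68 (4 kept, 67.1st percentile), and at -0.03 with totals without the 10 most abundant miRNAs. miRNAs with registry numbers of 3000 and above were at 1.38 (24 kept, 98.8th percentile), and the miRNAs of Figure 4B, which the study picked from these libraries, were at 3.96 (97.4th percentile). Some medians depend on blanks set to the floor. Among members listed in both libraries, the median was 2.41 for registry numbers of 3000 and above (13 members) and 3.24 for the miR-200 family (5). It was 1.24 for the miR-15/16 family (3), 1.785 for the let-7 family (11) and -1.45 for the liver and endothelial list (3).

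Among markers of other cell types, the mesenchymal list had a median log2 ratio of -1.25 (0.935th percentile) and the liver and endothelial list of -0.92 (4 kept, 12.9th percentile). The random lists include predicted miRNAs, and the mesenchymal list counts miR-199a-3p and miR-199b-3p separately, although they share a sequence. Erythrocyte miRNAs held 1.45% of the counts with the NC probe and 0.631% with the circCDYL probe. Leukocyte miRNAs held 0.134% and 0.00494%. Of these, miR-142-5p held 844 of 862 counts with the NC probe, while miR-142-3p had 6 and 2 counts and miR-150-5p 8 and 2. Muscle miRNAs held 0.274% and 0.137%, and neural miRNAs 0.00434% and 0.00110%. miR-21, a list of its own and not counted among the markers of other cell types, held 5.31% and 2.16%. The ERBB2-hosted miR-4728 had no listed count, nor had the 17 mirtron names and the 2 C19MC names that the fixed lists found in the table; other mirtrons were not on the list. Predicted miRNAs took 11.5% of the counts with the NC probe and 30.8% with the circCDYL probe.

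A hypothesis tested after the values were seen was that miR-92b-3p, higher with the circCDYL probe by more than the rest of its seed family, pairs with circCDYL. The 667 nt circle, junction included, holds no match to its seed (GTGCAAT for positions 2 to 8 and TGCAAT for positions 2 to 7). Its strongest predicted duplex with the circle was -25.2 kcal/mol, and 21.3% of 1000 shuffled sequences reached that, so that the prediction does not decide whether they pair.

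The strands drawn in Supplementary Figure 3D were read from the picture and compared with GENCODE release 29. The strand drawn as miR-92b-3p (UGGGAGAGUUGGGUCGAA), read from its other end as AAGCUGGGUUGAGAGGGU, occurs in the precursors MIR320C1 and MIR320C2 and not in the MIR92B precursor, which holds UAUUGCACUCGUCCCGGCCUCC. The strand drawn as circCDYL (UCCCAUCAGCCUGGCUUG) is not in the circle or in any of the 9 annotated CDYL transcripts, and of all annotated transcripts only those of CDYL2 hold it. In the sequencing, miR-320c had 16 counts with the NC probe and 54 with the circCDYL probe, a ratio of 12.0 (95% interval 6.74 to 22.4), and miR-320a had 584 and 109, a ratio of 0.661 (0.534 to 0.812).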
